A study of Mus musculus with 6 samples.

How the data were processed

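RNA from the left ventricles of 6 adult C57BL/6 mice was sequenced, 28 days after injection of an adeno-associated virus of serotype AAV9 that carried PTBP1 (3 mice) or of a control virus that carried luciferase (3 mice). PTBP1 is a polypyrimidine tract binding protein that regulates splicing. Per the labels' protocols, 100 ng of total RNA per mouse was depleted of ribosomal RNA and turned into strand-specific libraries. Groups and replicate numbers were taken from the sample titles. All 6 libraries were used, and every per-sample column of the tables was matched to a library by its name.

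The authors deposited a table of raw counts per Ensembl gene. Its values are whole numbers, and neither the labels nor the file headers state the aligner, the counting tool, the annotation or whether strand was used in counting. Of 22667 gene identifiers, 1114 had no value in any library, and 20759 matched a gene symbol in GENCODE mouse release M21. The authors also deposited, for each splicing event and library, the percent of transcripts that include the event (percent spliced in, PSI), together with a quality text that ends in the inclusion and exclusion reads behind it. Recomputing PSI from those reads gave the deposited percent within 0.05 points wherever at least 10 reads were present. The reads are corrected for mappability by the authors' software and need not be whole, so that for introns they can exceed the reads seen. The layout of the identifiers and columns is that of the vast-tools software, which no header names. Event coordinates are given as in the deposited table; no header names the genome build, and it is not GRCm38, since 1089 of 54141 exon coordinates coincided with exons of GENCODE M21 on GRCm38. A deposited table of the authors' expression comparison gives log2 fold changes, p-values and adjusted p-values for 11196 genes, per the file headers. A deposited table of the authors' splicing comparison gives, per the file headers, an estimated PSI for each group as a fraction, the expected difference, and a minimum difference held at a set high probability, for 32623 cassette exons.

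The following choices were fixed before the data were examined, unless stated otherwise. Gene counts as deposited were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalisation, filterByExpr by group, robust glmQLFit, glmQLFTest), and p-values were adjusted by the Benjamini-Hochberg method (false discovery rate, FDR) with a threshold of 0.05. Normalised values are counts scaled to a common library size after TMM (CPM), and errors are SD over the 3 mice of a group. 7 gene lists (hypertrophy, extracellular matrix, interferon, leukocyte, oxidative phosphorylation, fatty acid oxidation, ribosomal protein) were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, with fry beside it, and adjusted over the 7 lists. Cardiomyocyte, endothelial, fibroblast, smooth muscle, atrial and erythroid marker lists were read only as levels per library.

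Splicing was tested with edgeR on rounded inclusion and exclusion reads, with a coefficient for each library, for inclusion, and for inclusion in the PTBP1 group. Tested sites had at least 10 reads in each of the 6 libraries and a PSI between 5 and 95 over the pooled libraries, and a site counted as changed when its FDR was under 0.05 and the group means differed by at least 10 PSI points. Events were cassette exons, retained introns, and alternative 3′ (acceptor) and 5′ (donor) splice sites, and an alternative splice site event was counted once. A list of PTBP1 targets and a list of cardiac splicing genes were compared with other genes by Fisher's exact test.

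Genes named are Ptbp1, Ptbp2 and Ptbp3, then the 5 highest and 5 lowest fold changes among genes past the FDR with a mean of at least 50 counts and no overlap between the groups. For splicing these are the 5 largest gains and 5 largest losses among changed exons and introns without overlap between the groups, with at most 1 per gene, and for each fixed list at most the 5 members past the threshold with the smallest p. Where a direction held nothing past the threshold, its 3 genes or events with the smallest p are named instead. Other genes are said to have been chosen after their values were seen.

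Single values were compared by exact two-sided permutation tests, for which 3 against 3 gives no p under 0.1. The fits were tested on simulated data with 200 changed features. Of 200 simulated genes, 176 were recovered: 80 of 100 with a log2 change of 1 and 96 of 100 with a log2 change of 2, at 17 false calls among 13374 genes. Of 200 simulated splicing changes, 164 were recovered: 65 of 100 with a log2 odds change of 2 and 99 of 100 with a change of 4, at 4 false calls among 14140 sites. The simulated noise followed the dispersions estimated from these libraries, 0.0331 for genes (common value) and 0.0233 for splicing reads. Each gene was drawn with its own dispersion, whereas all splicing sites shared the single value. The simulated noise did not include differences that run through many genes of a single library. Simulated splicing changes were placed in sites of intermediate PSI and called by FDR alone.

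Alternatives were RLE normalisation, DESeq2 1.42.0, other count filters, an FDR of 0.1, a minimum absolute log2 fold change of 1, the replicate number as a block, and leaving out each library in turn. For splicing they were read minimums of 5 and 20, differences of 5 and 20 points, no limit on pooled PSI, limma on log2 ratios of reads with 0.5 added, an FDR of 0.1, the block, and leaving out each library. limma-voom, camera with an estimated correlation, a separate fit for each event type, and a minimum of 10 uncorrected reads for introns were added after the data were seen. Libraries of the same group were compared by chi-square over genes to look for copies. The ratio of chi-square to its degrees of freedom lay between 21.5 and 47.6 for pairs of controls. For pairs of PTBP1 libraries it lay between 62.5, for replicates 1 and 2, and 134, for replicates 1 and 3. No library was therefore a copy of another of its group. The PTBP1 libraries differed more from each other than the controls did, also without replicate 3. Pairs across the groups were not compared in this way. Counting intervals cover counting error only, since reads without molecular identifiers are not independent molecules.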

Results

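Left ventricles of mice injected with AAV9-PTBP1 were compared with those of mice injected with the luciferase control virus, 28 days after injection, with 3 mice in each group. The comparison asks which genes and which splicing events differ between hearts given the virus meant to over-express PTBP1 and hearts given the control virus. The control libraries held between 73919748 and 80168204 counts, and the PTBP1 libraries between 71138414 and 78131456 counts. Counts were found for 15487 to 15778 genes in the control libraries and for 15545 to 16085 genes in the PTBP1 libraries. Genes of the mitochondrial genome took 60.0% ± 1.55 (SD, n = 3) of the counts in controls and 58.4% ± 1.44 (SD, n = 3) in PTBP1 hearts. The splicing table held inclusion and exclusion reads for 284628 sites, with sums between 27114360 and 29725014 corrected reads per library.

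Ptbp1 (ENSMUSG00000006498, chromosome 10, 79854427 to 79864771 in GRCm38) was read first, as the gene that the virus was meant to over-express. It had 1628, 1626 and 1770 counts in control replicates 1, 2 and 3, and 1895, 1845 and 2210 counts in the libraries labelled PTBP1 replicates 1, 2 and 3. The normalised level was 22.7 ± 0.568 CPM (SD, n = 3) in controls and 25.3 ± 2.17 CPM (SD, n = 3) in PTBP1 libraries, a log2 fold change of 0.16 with a standard error of 0.08. The difference did not pass the threshold in edgeR (FDR 0.634), and an exact two-sided permutation test gave p = 0.3. The library labelled PTBP1 replicate 2 lay at 23.0 CPM, within the range of the controls (22.0 to 23.0 CPM), so that its Ptbp1 count did not tell it apart from a control. Without the library labelled PTBP1 replicate 3 the log2 fold change was 0.10. How far the count table includes transcripts of the injected PTBP1 sequence is not known. The paralogs Ptbp2 (ENSMUSG00000028134), at 8.99 ± 0.63 CPM in controls and 9.02 ± 1.44 CPM in PTBP1 libraries (SD, n = 3), and Ptbp3 (ENSMUSG00000028382), at 56.3 ± 3.90 and 63.3 ± 7.51 CPM, had log2 fold changes of 0.00 (edgeR FDR 0.993) and 0.17 (edgeR FDR 0.663). The Ptbp2 value changed direction with the library left out, from -0.12 without the library labelled PTBP1 replicate 1 to 0.11 without replicate 3, and was -0.05 without control replicate 2. The Ptbp3 value was 0.26 without the library labelled PTBP1 replicate 2.

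Of 13472 genes tested, 0 were higher and 0 were lower in PTBP1 hearts at an edgeR FDR under 0.05, and the smallest FDR was 0.634. At an unadjusted p under 0.05 there were 973 genes, 600 higher and 373 lower, where 673.6 would be met by chance alone. The alternative that moved these counts most was DESeq2, which called 2 genes higher and 1 gene lower: Myh7 (adjusted p 1.27e-06), Cxcl9 (adjusted p 0.0324) and Car14 (adjusted p 0.0324). Over the alternatives, the largest adjusted p of each of these genes was 0.963. The number of genes with an unadjusted p under 0.05 depended on single libraries: it was 478 without control replicate 1, 340 without control replicate 2 and 1529 without the library labelled PTBP1 replicate 2.

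None of the genes named next passed the edgeR threshold. The 3 genes with the smallest p among those higher in PTBP1 hearts were Myh7, Cxcl9 and Parp14. Myh7 (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626 in GRCm38), the gene of the slow myosin heavy chain, rose from 63.6 ± 10.8 to 158 ± 39.5 CPM (SD, n = 3), a log2 fold change of 1.31 with a standard error of 0.20 (edgeR FDR 0.634). Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079), a chemokine gene, rose from 1.63 ± 0.22 to 3.33 ± 0.639 CPM, a log2 fold change of 1.03 with a standard error of 0.19. Parp14 (ENSMUSG00000034422, chromosome 16, 35832874 to 35871544) rose from 24.5 ± 2.19 to 34.8 ± 3.28 CPM, a log2 fold change of 0.50. The 3 genes with the smallest p among those lower were Car14, Guf1 and Rps2. Car14 (ENSMUSG00000038526, chromosome 3, 95897768 to 95904691), which encodes a carbonic anhydrase, had 79.1 ± 11.8 CPM in controls and 47.7 ± 6.93 CPM in PTBP1 hearts (SD, n = 3), a log2 fold change of -0.73 with a standard error of 0.15. Guf1 (ENSMUSG00000029208) had 21.3 ± 0.643 and 16.7 ± 1.01 CPM, a log2 fold change of -0.35. Rps2 (ENSMUSG00000044533) had 174, 191 and 172 counts in controls and 105, 133 and 114 counts in PTBP1 libraries, a log2 fold change of -0.70. The last value is uncertain, because Rps2 shares sequence with pseudogenes and the counting could have split its reads. For each of these 6 genes the 3 PTBP1 libraries lay on the same side of all 3 control libraries, and the exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 allows. Chance alone gives such separation for 10% of genes, and these 6 were selected by their p.

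**Figure D1:**
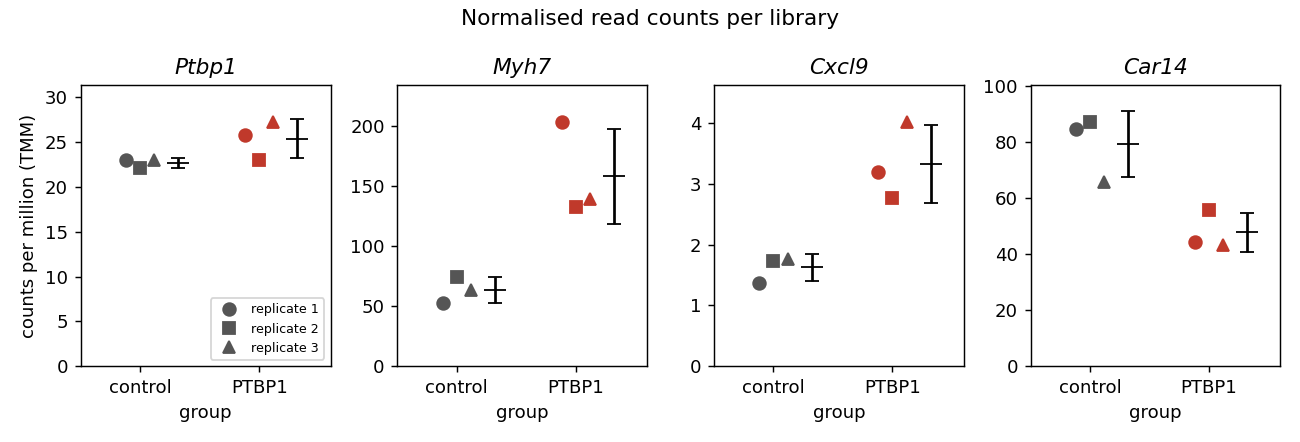
Normalised read counts (CPM, TMM-scaled, y axis from 0) of Ptbp1, Myh7, Cxcl9 and Car14 in each control (grey) and PTBP1 (red) library, with symbols for the replicate number and bars for the group mean ± SD (n = 3). The library labelled PTBP1 replicate 2 overlaps the controls for Ptbp1, at 23.0 CPM, while the groups are apart for the other genes shown.

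The fixed lists asked whether groups of genes tied to cardiac hypertrophy, matrix, inflammation and metabolism moved together. With camera at the preset correlation, 4 lists were higher in PTBP1 hearts. The median log2 fold change was 0.92 for hypertrophy (8 genes, 7 higher, FDR 1.24e-05), 1.51 for extracellular matrix (16 genes, 16 higher, FDR 2.35e-08), 0.75 for interferon (14 genes, 14 higher, FDR 5.21e-09) and 0.76 for leukocyte (11 genes, 11 higher, FDR 3.87e-05). Lower were oxidative phosphorylation, at -0.20 (75 genes, 0 higher, FDR 5.22e-19), and fatty acid oxidation, at -0.17 (17 genes, 1 higher, FDR 0.000822). The ribosomal protein list, at 0.07 (67 genes, 51 higher, FDR 0.115), did not pass. None of these calls held under fry, where the smallest FDR was 0.0927 (hypertrophy), or under an estimated correlation, where it was 0.0691 (hypertrophy). Adjusted over the list alone, 1 hypertrophy gene and 0 genes of each other list had an FDR under 0.05, and over all genes tested 0 did. Unadjusted p under 0.05 was reached by 2 hypertrophy, 3 matrix, 5 interferon, 2 leukocyte, 4 oxidative phosphorylation, 0 fatty acid oxidation and 2 ribosomal protein genes.

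A single library carried much of the matrix, interferon and leukocyte medians. The mean deviation of the matrix genes from their control mean was 0.22, 0.23 and 2.33 on the log2 scale in the libraries labelled PTBP1 replicates 1, 2 and 3, and between -0.11 and 0.19 in the controls. For interferon genes it was 0.17, 0.29 and 1.13, and between -0.14 and 0.14 in the controls. In both lists all 3 PTBP1 libraries lay above all 3 controls (exact two-sided permutation p = 0.1 each, the smallest possible). Free of overlap were 4 of 16 matrix genes and 8 of 14 interferon genes, where chance gives 10% on average. Such genes numbered 4 of 17 for fatty acid oxidation, 15 of 75 for oxidative phosphorylation and 2 of 8 for hypertrophy. They numbered 2 of 11 for leukocyte and 6 of 67 for ribosomal protein. Genes of a list move together, so these shares cannot be tested against 10%. The same permutation test gave p = 0.2 for leukocyte, 0.2 for oxidative phosphorylation, 0.7 for fatty acid oxidation and 0.5 for ribosomal protein. The groups overlapped in each of these other lists. Without the library labelled PTBP1 replicate 3 the median log2 fold change was 0.07 for extracellular matrix, 0.27 for interferon, 0.13 for leukocyte, 0.60 for hypertrophy, -0.10 for oxidative phosphorylation and 0.03 for fatty acid oxidation, which changed direction. Under camera, 5 of the calls still passed without that library, with FDRs of 0.0247 for extracellular matrix, 2.38e-05 for interferon, 0.046 for leukocyte, 2.38e-05 for hypertrophy and 2.18e-07 for oxidative phosphorylation, whereas fatty acid oxidation did not (FDR 0.549). Hypertrophy genes deviated by 0.74, 0.52 and 0.73 in the 3 PTBP1 libraries and by 0.33, 0.00 and -0.34 in the controls (exact two-sided permutation p = 0.1, the smallest possible), and without the library labelled PTBP1 replicate 1 their median log2 fold change was 0.37. Without that library fatty acid oxidation was at -0.34 and ribosomal protein at 0.02. Ribosomal protein was at 0.04 without control replicate 3, and passed under camera without control replicate 2, at 0.08, and without the library labelled PTBP1 replicate 2, at 0.12. Of the genes chosen after their values were seen, Col1a1, Postn, Nppa and Cd68 were highest in the library labelled PTBP1 replicate 3, whereas Nppb was not. Col1a1 had 26.6, 44.1 and 721 CPM and Postn 9.13, 23.1 and 237 CPM in the libraries labelled PTBP1 replicates 1, 2 and 3, against 40.2 ± 10.6 and 15.7 ± 1.32 CPM in controls (SD, n = 3). Nppa had 1629, 3531 and 8359 counts in those libraries, against 2166, 1673 and 1541 counts in controls. Cd68 had 5.90, 4.50 and 14.8 CPM in those libraries, against 4.75 ± 1.72 CPM in controls (SD, n = 3). Nppb had 64.6, 41.4 and 50.5 CPM in those libraries, against 58.65, 26.6 and 8.27 CPM in control replicates 1, 2 and 3.

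**Figure D2:**
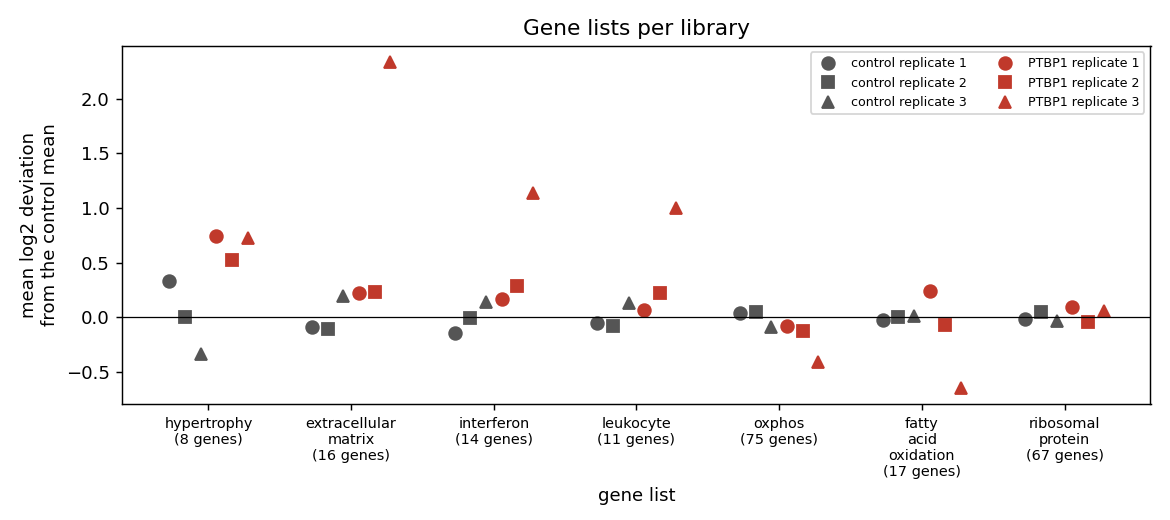
Mean log2 deviation of each gene list from its mean in the control libraries (y axis), for each control (grey) and PTBP1 (red) library, with symbols for the replicate number. The library labelled PTBP1 replicate 3 stands apart for extracellular matrix, at 2.33, and for interferon, at 1.13, whereas the hypertrophy genes lie at 0.52 or more in all 3 PTBP1 libraries.

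The splicing comparison tested 14140 sites: 4609 cassette exons, 5570 introns, 2371 alternative 3′ sites and 1590 alternative 5′ sites. The median over tested sites was 38.5 reads per library. No event passed: 0 cassette exons or introns had higher inclusion, 0 had lower inclusion, and 0 alternative splice site events changed (edgeR, smallest FDR 0.406). At an unadjusted p under 0.05 there were 660 sites, where 707 would be met by chance: 307 exons (6.66%), 198 introns (3.55%), 78 alternative 3′ sites (3.29%) and 77 alternative 5′ sites (4.84%). Of the exons tested, 447 (9.70%) had no overlap in PSI between the groups, against 10% by chance. The alternative that moved these counts most was to place no limit on pooled PSI. It gave 5 introns with lower inclusion and 2 changed alternative splice site events among 141341 sites. In that fit 3209 sites had an unadjusted p under 0.05, where 7067 would be met by chance, so its p-values were poorly calibrated. Without control replicate 3, 1 intron passed with lower inclusion, in Spcs3.

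Because no cassette exon changed, the shares of changed exons with lower inclusion, with a length divisible by 3 and with 27 nt or fewer are undefined. Among the 307 exons with an unadjusted p under 0.05, 118 (38.4%) had lower inclusion in PTBP1 hearts, against 47.9% of the other 4302 exons (Fisher's exact test, two-sided p = 0.00137). Lengths divisible by 3 made up 50.5% against 54.3% (Fisher's exact test, two-sided p = 0.213), and lengths of 27 nt or fewer 2.93% against 4.21% (p = 0.371). These 3 tests treat exons as independent and were chosen after the data were seen. Of the introns with an unadjusted p under 0.05, 155 were lower and 43 higher.

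None of the events named next passed the threshold; coordinates are those of the deposited table. The exons or introns with the smallest p among gains were all exons. In Rbm5, exon MmuEX0039182 (chromosome 9, 107662107 to 107662180, 74 nt) was included at 73.8% ± 1.80 in controls and 93.8% ± 1.06 in PTBP1 hearts (SD, n = 3; 57 to 84 reads per library; edgeR FDR 0.406). In Rbpms2, exon MmuEX0039241 (chromosome 9, 65497774 to 65497812, 39 nt) was included at 90.9% ± 1.76 and 96.9% ± 0.176 (edgeR FDR 0.775). In Plekha6, exon MmuEX0035728 (chromosome 1, 135191140 to 135191285, 146 nt) was included at 91.7% ± 0.85 and 97.4% ± 1.20 (edgeR FDR 0.89). Among losses, intron MmuINT0086539 of Khsrp (chromosome 17, 57165094 to 57165302) was retained at 47.1% ± 14.6 in controls and at 0% in all 3 PTBP1 libraries (edgeR FDR 0.499). Its uncorrected reads numbered only 5.5 to 10.5 in controls and 8 to 12 in PTBP1 libraries, and 0 of 8 reads allows retention of up to 37.5%. Intron MmuINT0103592 of Myh7 (chromosome 14, 55593604 to 55593748) was retained at 41.0% ± 11.1 and 14.1% ± 5.92 (edgeR FDR 0.698), with 31.5 to 84.5 uncorrected reads per library. Exon MmuEX0031169 of Ncoa6 (chromosome 2, 155231211 to 155234186, 2976 nt) was included at 94.8% ± 1.98 and 85.0% ± 3.84 (edgeR FDR 0.891). For these 6 events the groups did not overlap, with an exact permutation p of 0.1 (two-sided), the smallest possible. An event chosen after its values were seen was a 4 nt choice between alternative 5′ splice sites of Map4k5 (MmuALTD0008178, chromosome 12, up to position 70916919). Its shorter form was used at 53.0% ± 20.2 in controls (SD, n = 3) and at 0% of 25 to 27 reads in each PTBP1 library, and 0 of 25 reads allows up to 12%.

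No tested event lay in Ptbp1 or Ptbp3. In Ptbp2, the 34 nt exon MmuEX0037640 (chromosome 3, 119427530 to 119427563) was included at 94.5% ± 6.26 in controls and 91.7% ± 7.38 in PTBP1 hearts (SD, n = 3; edgeR FDR 0.995), with 29 to 43 reads per library, a difference of -2.80 points that was smaller than the spread between libraries. The adjoining intron MmuINT0128331 (119427564 to 119428983) was retained at 29.6% ± 12.9 in controls and 14.5% ± 3.87 in PTBP1 hearts (SD, n = 3; edgeR FDR 0.976), with 12.5 to 23.5 uncorrected reads per library. Its unadjusted p of 0.0571 in edgeR was the smallest in the PTBP1 target list. The other tested Ptbp2 events, an exon, an intron and an alternative 3′ splice site, had edgeR FDRs of 0.994, 0.994 and 0.987. Of 35 tested sites in 11 genes of the PTBP1 target list, 0 changed and 0 had an unadjusted p under 0.05, against 4.68% of other sites (Fisher's exact test, two-sided p = 0.41). Of 223 sites in 17 genes of the cardiac splicing list, 0 changed and 10 (4.48%) had an unadjusted p under 0.05, against 4.67% of other sites (Fisher's exact test, two-sided p = 1). These tests treat sites as independent, although an alternative splice site event gives several sites. Adjusted over the list alone, 0 events passed in either list. No gene was past the threshold for both expression and splicing, among 4698 genes tested in both. With an unadjusted p under 0.05 in both there were 47 genes, where independence gives 33.3 (Fisher's exact test, two-sided p = 0.0134). Among the 3510 of these genes with a mean of at least 500 counts there were 39, where independence gives 27.9 (Fisher's exact test, two-sided p = 0.028). A gene with several tested events had more chances to enter the count, which these tests do not adjust for.

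Myh7 introns, chosen after the values were seen, were lower in PTBP1 hearts along most of the gene. Of 27 introns with at least 10 reads in each library, 26 had a lower mean PSI in PTBP1 hearts. The median PSI over these introns was 4.71%, 5.68% and 6.25% in control replicates 1, 2 and 3 and 0.881%, 2.57% and 3.11% in the libraries labelled PTBP1 replicates 1, 2 and 3 (exact two-sided permutation p = 0.1, the smallest possible). Spliced reads across these introns, scaled to the library total as CPM without TMM, were at 32.5, 52.0 and 47.2 in controls and 143, 97.5 and 112 in PTBP1 libraries (exact two-sided permutation p = 0.1). Reads across the intron boundaries, scaled alike, were at 4.65, 5.82 and 6.63 in controls and 2.95, 5.50 and 6.59 in PTBP1 libraries (exact two-sided permutation p = 0.6).

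**Figure D3:**
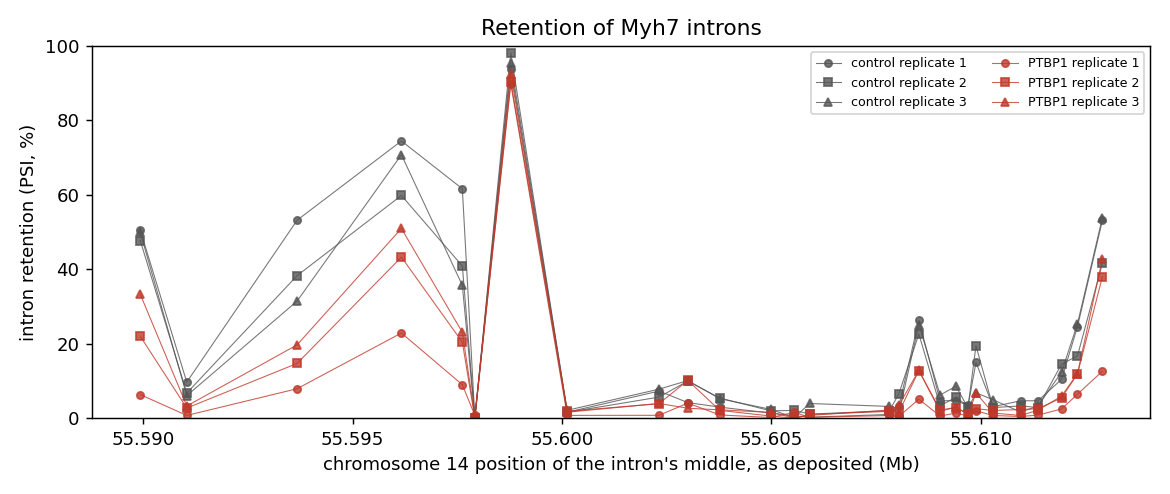
Retention (PSI, percent) of the 27 Myh7 introns with at least 10 reads in each library, against their deposited position on chromosome 14, with a line for each control (grey) and PTBP1 (red) library. 26 introns have a lower mean in PTBP1 libraries.

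The tables of the authors' own comparisons were set beside these fits. In the authors' deposited table of expression, 0 genes had an adjusted p under 0.05, the smallest was 0.32, and 1186 genes had an unadjusted p under 0.05. The log2 fold changes in the authors' deposited table were 0.24 for Ptbp1, 1.44 for Myh7, 1.16 for Cxcl9 and -0.83 for Car14. Across genes, Spearman's rho between the authors' deposited table and the edgeR fold changes of 6 libraries was 0.964; genes are not independent replicates. A limma-voom fit with TMM of the same genes gave the fold changes of the authors' deposited table and p-values within 1e-06 for every gene when the library labelled PTBP1 replicate 2 was left out. With all 6 libraries it did so for 0 genes, and the median absolute difference was 0.04 on the log2 scale.

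In the authors' deposited table of splicing, the estimates for the PTBP1 group were closest to pooled reads of the libraries labelled PTBP1 replicates 1 and 3. Over 31645 exons the median error was 0.00219 without the library labelled PTBP1 replicate 2, 0.00592 with all 3, and 0.00448 and 0.00417 without replicates 1 and 3. For the control group the median error was 0.00435 with all 3 libraries and between 0.00376 and 0.00411 with 1 left out, so that any smaller pool came somewhat closer. Across 4560 exons tested in both, Spearman's rho between the differences of the authors' deposited table and the PSI differences of 6 libraries was 0.866. The authors' deposited table lists 115 exons with a minimum difference of at least 0.1, of which 114 were higher in PTBP1 and 1 was lower. Of these, 106 were tested here, where 0 had an FDR under 0.05 and 43 an unadjusted p under 0.05. These exons were selected on libraries that are also used here, so that the 43 are no independent evidence. An expected difference of at least 0.1 was more evenly divided in the authors' deposited table, with 329 exons higher and 298 lower. The minimum difference was above 0 for 292 of the former and for 21 of the latter.

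**Figure D4:**
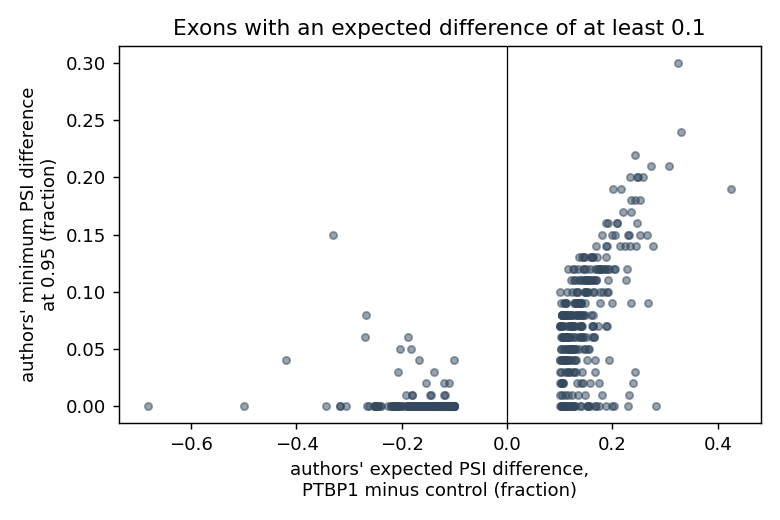
Minimum PSI difference (y axis, fraction) against expected PSI difference, PTBP1 minus control (x axis, fraction), from the authors' deposited table, for each exon with an expected difference of at least 0.1 either way. Of 329 exons on the right, 292 have a minimum difference above 0, and of 298 exons on the left, 21 do.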

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

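Of the comparisons reported, the counts of genes and of splicing events past the threshold stayed at 0 under most alternatives. The exceptions for genes came with DESeq2, which gave 2 genes higher and 1 lower, with 1095 genes at an unadjusted p under 0.05. Under the other expression alternatives, including RLE normalisation, the other count filters, an FDR of 0.1, a minimum fold change, limma-voom and the 6 fits that each left out a library, 0 genes passed in either direction. Over those 6 fits the number of genes with an unadjusted p under 0.05 ran from 340, without control replicate 2, to 1529, without the library labelled PTBP1 replicate 2. The Ptbp1 log2 fold change stayed above 0 and short of the threshold throughout, from 0.10 to 0.22 across the fits that each left out a library, with adjusted p from 0.425 to 0.963 over its alternatives. Why DESeq2 called Myh7, Cxcl9 and Car14 was not tested, and the adjusted p of Myh7 over all its alternatives ran from 1.27e-06 to 0.963, that of Cxcl9 from 0.0324 to 0.963 and that of Car14 from 0.0324 to 0.963. The log2 fold change of Ptbp2 ran from -0.12 to 0.11 across the fits that each left out a library and went below 0 in some fits, the cause of which was not tested. It was -0.05 without control replicate 2, -0.12 without the library labelled PTBP1 replicate 1, -0.0082 under limma-voom and -0.0046 with the replicate block.

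Splicing counts moved when no limit was placed on pooled PSI, with 5 introns lower and 2 alternative splice site events changed; the 5 are 2 Myh7 introns and 1 each of Khsrp, Spcs3 and Thbs1, and the events lie in Map4k5 and Rg9mtd3. All were singled out after their values were seen. Under that alternative the Khsrp intron and a Myh7 intron named in the report passed, with adjusted p of 0.000826 (0.000826 to 1 over its alternatives) and 0.00575 (0.00575 to 1). That fit had 3209 sites with an unadjusted p under 0.05, where 7067 would be met by chance. Its p-values were thus poorly calibrated, and these calls are no stronger evidence than the main fit gives. Fitting each event type alone, an alternative chosen after seeing the data, gave 1 changed alternative splice site event, in Map4k5. Without control replicate 3, 1 intron was lower (Spcs3), so that the number of events with lower inclusion ran from 0 to 1 across the 6 fits that each left out a library. Events with higher inclusion and changed events in both splicing lists stayed at 0 under the splicing alternatives run. Genes past both thresholds were counted against the edgeR expression fit of 6 libraries, in which 0 genes passed. That count was therefore fixed at 0 under the same alternatives and among genes with a mean of at least 500 counts. It says nothing about how stable the result is. That count was not run with DESeq2, nor with DESeq2 and no limit on pooled PSI together, each of which calls Myh7 in its own comparison. The cause of these changes was not tested beyond this. For the shares among changed exons no alternative gave a value, since 0 cassette exons changed under any of them.

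The list medians kept their direction under every alternative except that fatty acid oxidation was 0.027 without the library labelled PTBP1 replicate 3. Under fry, the medians of 0.92 (hypertrophy), 1.51 (extracellular matrix), 0.75 (interferon), 0.76 (leukocyte), -0.20 (oxidative phosphorylation) and -0.17 (fatty acid oxidation) no longer passed, with FDRs between 0.0927 and 0.454. The same 6 did not pass with an estimated correlation, with FDRs between 0.0691 and 0.477, a setting chosen after seeing the data. The estimated correlation was 0.576 for extracellular matrix and 0.827 for interferon, far above the preset 0.01. It was 0.00159 for hypertrophy, below the preset, and why that list no longer passed was not tested. The ribosomal protein list passed under limma-voom, at 0.064 (FDR 0.0186, from 0.0156 to 0.986 over its alternatives), without control replicate 2, at 0.08, and without the library labelled PTBP1 replicate 2, at 0.12; the cause was not tested. Across the fits that each left out a library the medians ran from 0.37 to 1.18 for hypertrophy, 0.07 to 1.92 for extracellular matrix, 0.27 to 1.001 for interferon, 0.13 to 1.03 for leukocyte, -0.27 to -0.10 for oxidative phosphorylation, -0.34 to 0.027 for fatty acid oxidation and 0.021 to 0.12 for ribosomal protein. The lowest matrix, interferon and leukocyte medians, and the values nearest 0 or above it for both metabolic lists, came without the library labelled PTBP1 replicate 3.

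The groups share replicate numbers, and whether these pair the mice was judged after the values below were seen. Correlations of the deviations of same-numbered libraries from their group means, across genes, were 0.101, 0.103 and 0.262 with edgeR's log CPM at a prior count of 2, 0.103, 0.0859 and 0.259 at a prior count of 0.5, and 0.0934, 0.121 and 0.261 at a prior count of 5. All 3 numbers exceeded 0.1 only at a prior count of 2. Control replicate 1 and the library labelled PTBP1 replicate 2 correlated at 0.222 without sharing a number. No label states what the numbers stand for, and the numbers were not taken to pair the mice. With the replicate block, 0 genes were higher and 0 lower, 1443 genes had an unadjusted p under 0.05, 0 splicing events changed with 627 sites at an unadjusted p under 0.05, and no list changed its side of the threshold under camera.

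The tested splicing sites had a median of 28.3 reads per library for introns and 58.3 for exons. At that depth the self-test recovered 65 of 100 changes of 2 on the log2 odds scale. Smaller changes were not simulated. The self-test gave all splicing sites a shared dispersion and planted 200 changes, so its recovery may be too high for these libraries. Among genes, 80 of 100 simulated log2 changes of 1 passed, whereas Myh7, at 1.31, did not (edgeR FDR 0.634). Of the results for single genes and events, 5 passed the threshold under an alternative, all named above. The Ptbp2 value was the only reversed one, under 4 alternatives.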

Other observations

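Some tests were chosen after the result was seen. These were the tests of single lists across splits, of the direction of introns and of intron PSI between same-numbered libraries. Also among them were the tests of the direction of the authors' minimum difference and of cell type and atrial markers. So were the tests of antisense exons and of intron boundary reads in Myh7. The other tests were chosen earlier. The 6 libraries can be divided into 3 and 3 in 10 ways, so that no share of splits can fall under 0.1, and no comparison of splits can rule out a random division. For genes with an unadjusted p under 0.05, 2 of the 10 splits gave as many as the 973 of the real division. The other was the split of control replicates 1 and 2 with the library labelled PTBP1 replicate 2 against the rest, with 1279 genes. For splicing sites with an unadjusted p under 0.05, 3 of the 10 splits gave as many as the real 660. A list median as far from 0 as in the real division was given by 1 of the 10 splits for hypertrophy, 1 for interferon, 2 for extracellular matrix, 2 for leukocyte, 2 for oxidative phosphorylation, 7 for fatty acid oxidation and 4 for ribosomal protein, the real division included.

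In the library labelled PTBP1 replicate 3 the extracellular matrix list lay 2.33 and the leukocyte list 0.998 above the control mean on the log2 scale. A lower share of cardiomyocyte RNA in that piece of ventricle may raise the markers of all other cell types. In that library the fibroblast markers (6 genes) lay at 0.97, the smooth muscle markers (6 genes) at 0.20, the endothelial markers (7 genes) at -0.11 and the cardiomyocyte markers (8 genes) at -0.26. No gene of these 4 marker lists belongs to the 7 lists, and Des, the smooth muscle marker with 758 CPM there, is also a cardiomyocyte gene. The most abundant fibroblast marker, Dcn, was at 331 CPM there against 274 ± 26.0 CPM (SD, n = 3) in controls. In the library labelled PTBP1 replicate 1 the 4 lists, in the same order, were at -0.19, 0.04, 0.01 and -0.27. The endothelial value of -0.11 argues against a plain loss of cardiomyocyte share, but a single library cannot decide it. The atrial markers tested (3 of 6 genes) lay at 1.45 there, at 0.47 and -0.21 in the libraries labelled PTBP1 replicates 2 and 1, and between -0.14 and 0.22 in controls. Of these, Nppa, with 8359 counts there, is also a hypertrophy gene, Dkk3 had 394 counts and Myl4 had 71. The atrial markers Myl7, Sln and Bmp10 had 0 counts there and at most 4 counts in any library, and how completely they were counted is not known. Atrial tissue in that sample therefore cannot be told apart from a change within the ventricle, since a single library carries the pattern. The erythroid markers (5 genes) lay at 0.34 there and between -0.26 and 0.52 in controls, and at -1.58 and -0.41 in the libraries labelled PTBP1 replicates 1 and 2. Injury and a response to PTBP1 stay open and untested.

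The authors' expression fold changes were matched for every gene only after leaving out the library labelled PTBP1 replicate 2, which is also the library whose Ptbp1 level, 23.0 CPM, lay within the control range. No label states that a library was left out. The Myh7 level of that library, 132 CPM, lay above the highest control, 74.5 CPM, but Myh7 was picked because the groups differ in it and says little about the label.

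The exons with a minimum difference above 0 in the authors' deposited table numbered 1863, of which 1821 were higher in PTBP1. The reads show a smaller excess of gains: of the exons with an unadjusted p under 0.05 over 6 libraries, 189 were higher and 118 lower. An excess of gains alone does not explain the ratio of the deposited measure. With an expected difference of at least 0.1 and no overlap between the groups in the 5 libraries without the library labelled PTBP1 replicate 2, 153 exons were higher and 144 lower. All 153 of the former had a minimum difference above 0, and 21 of the 144 latter did (Fisher's exact test, two-sided p = 6.1e-62). A measure that registers gains only is ruled out by the same 21 exons. How the deposited measure treats the directions unequally stays open, and a count of its calls by direction says little about PTBP1. The 115 exons with a minimum difference of at least 0.1 had a median of 27.8 reads per library, against 56.8 for other exons that were higher in PTBP1 and had intermediate PSI, so that low depth may have contributed to their large differences. How many such exons other splits of the libraries would give was not determined. A recomputation of the measure from pooled reads made 32 calls, of which 23 were among the 115, too few for such a test. With the absolute difference in place of the gain, the recomputation gave 32 exons higher and 19 lower. Since the recomputation did not recover most of the deposited calls, this balance cannot be set against 114 and 1.

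A pair of hypotheses was tested for the lower retention of Myh7 introns. Antisense transcripts cross this locus, and a fall in their reads could mimic better splicing where strand is not used in counting. All 27 introns matched an intron of the gene in GENCODE M21 by length. The median log2 ratio of PTBP1 to control PSI was -1.12 in the 22 introns without an annotated antisense exon and -1.12 in the 5 introns with one, which argues against annotated antisense exons as the source. The other hypothesis is that intron reads stay constant while spliced reads rise with Myh7 expression. Spliced reads, scaled to the library total, rose 2.68-fold, and intron boundary reads changed by a factor of 0.879, less than the spread between libraries. Between same-numbered libraries the boundary reads were lower in PTBP1 each time, at 2.95 against 4.65, 5.50 against 5.82 and 6.59 against 6.63 CPM. Whether the numbers pair the mice is not known, so a small fall is not excluded. The lower PSI could arise from a larger pool of spliced Myh7 RNA over a background of intron reads that did not rise. A change in the splicing of Myh7 stays open, since intron reads would also stay level if transcription and splicing both rose. Whether more mature Myh7 RNA reflects transcription, stability or cell state was not tested.

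Introns with an unadjusted p under 0.05 were mostly lower in PTBP1 hearts, 155 of 198, and 10 of the 155 lay in Myh7. A share as far to either side as this 78.3% was given by 3 of the 10 splits. The mean PSI of tested introns was 13.4%, 15.1% and 16.8% in control replicates 1, 2 and 3 and 12.5%, 13.8% and 15.6% in the libraries labelled PTBP1 replicates 1, 2 and 3 (exact two-sided permutation p = 0.5). It rose with the replicate number in both groups, and no explanation for this was tested. Between same-numbered libraries it was lower in PTBP1 in 3 of 3 comparisons, with differences of -0.912, -1.34 and -1.16 points (exact two-sided permutation test of their signs, p = 0.25, the smallest that 3 differences allow). Whether the numbers pair the mice is not known. Events with a PSI of 0 or 100 in all 3 libraries of a group and at least 20 points away in the other 3 numbered 2, in Map4k5 and Khsrp, and 2 of the 10 splits gave as many, so that these may be chance.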
